A study of Rattus norvegicus with 9 samples.

How the data were processed

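RNA was sequenced from 9 cultures of rat cardiac fibroblasts, the matrix-producing connective-tissue cells of the heart, isolated from Sprague Dawley rats at 3 ages. Per the labels' protocols, fetal cells came from embryonic day 18, neonatal cells from postnatal day 1 and adult cells from animals of 7 weeks, and the freshly isolated cells (passage 0) were grown to confluency in serum-containing medium with ascorbic acid before lysis in TRIzol. The labels put 3 libraries in each age and number them 1 to 3. The cells were not sorted as far as the labels state, so each library measured the RNA of everything in the flask.

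Raw gene counts were deposited for all 9 libraries. Per the file headers, the authors made these counts with featureCounts 1.6.3 from coordinate-sorted alignments and an rn6 gene annotation, giving only the annotation and output options. Counting was therefore unstranded, with reads as the unit and with reads mapped to several places left out, which are that program's defaults. The aligner, read length and read filters are not stated in the labels or headers. Because strand was not used, a read in exons shared by overlapping or antisense genes was not assigned to either. The length of each gene's exons in bases came from the same table, per the file headers. A second deposited table held normalized signal values for 12786 genes, those with a total of at least 10 counts over the 9 libraries. In it 100% of the values in every library equalled the count divided by 1 size factor per library. The largest deviation from that factor was 4.96e-05%, in adult replicate 2. The authors' normalized values thus carried no further adjustment, and they were used only for those size factors, as an alternative scaling.

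The count table named 17337 genes by symbol, of which 3163 had no count in any library. Of the symbols, 14821 matched a current symbol and 2125 an older synonym in the RefSeq list of rat genes for assembly GRCr8, which was used for names only, and 391 had no match. Coordinates are those of the count table, on rn6. The exons of 154 genes lay on more than 1 chromosome in the annotation. Genes of the mitochondrial genome were not analysed here. Library totals ran from 13392825 to 22850491 assigned counts. For genes with few counts, 3 counts was used as the floor, and a fold change against an age whose libraries were all at or below it was computed against the floor and is given as a lower bound. This bound covers counting error only, because reads without molecular identifiers are not independent molecules.

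Differences between ages were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the age groups, which left 11337 genes. Libraries were scaled by TMM, and robust quasi-likelihood models (glmQLFit and glmQLFTest) were fitted to all 9 libraries together with age as the only term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested within a comparison, and adjusted p under 0.05 was the threshold. Standard errors of log2 fold changes were derived from the fold change and the F statistic. Abundances are counts per 1000000 assigned counts (CPM) computed here with the TMM-scaled library sizes, and log2 CPM used a prior count of 2. Gene lists were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, two-sided, over 12 lists and 3 pairs of ages, 36 tests adjusted together. The share of counts in collagen genes was compared with exact permutation tests. Distances are Euclidean distances between libraries over log2 CPM of the tested genes. Prior to these tests each pair of libraries of the same age was compared by chi-square over genes. No pair agreed within the counting error of independent reads, so no library was taken as deposited more than once. Read pairs, if each read was counted, would raise that error, and the layout is not stated. The lowest value, 2.05 per degree of freedom for neonatal replicates 2 and 3, therefore cannot show a difference beyond it. The test covers counting error only and cannot show that libraries came from separate cultures, so the 9 are counted as separate samples on the labels alone.

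The groups, tests, gene lists, marker lists and most alternatives were chosen before the data were examined, as was the rule for named genes. By that rule the text names, for each pair of ages, the 3 genes with the largest log2 fold change in each direction among those past the threshold with a mean of at least 10 CPM in the higher age and no overlap between the libraries of the 2 ages. It also names a panel of 13 genes used for fibroblasts and matrix (Col1a1, Col1a2, Col3a1, Fn1, Postn, Acta2, Tcf21, Pdgfra, Thy1, Vim, Ddr2, Mki67 and Igf2), and the 2 members with the smallest adjusted p of each list past its threshold. Marker lists for cardiomyocytes, endothelial cells, macrophages, erythroid cells, mural cells, Schwann cells and epicardial or mesothelial cells, and a list of sex-linked genes, served as candidate sources of RNA from other cells. Lists for epithelial, lung epithelial, lung mesenchymal, cartilage and liver cells were added after the first results but before their values were seen.

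The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's median-of-ratios scaling, upper-quartile scaling, library size alone or the authors' size factors in place of TMM, no filter or a minimum of 10 counts in every library, a non-robust fit, fits to only the 6 libraries of a pair, the replicate number as a block, removal of each library's trend on gene length, both of these together, a minimum log2 fold change of 1, and leaving out each library in turn. For the lists they also included an estimated correlation, the self-contained test fry and members of at least 1 CPM, and for the distances another prior count and the 500 most variable genes. Thinning every library to the same total was chosen after seeing the data.

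The model was tested on simulated counts drawn from the means and depths of these libraries, with 200 genes changed by known amounts in 1 age. Of the 199 changed genes that passed the filter among 11235 tested, 171 (85.9%) and 172 (86.4%) were recovered in the 2 comparisons with the changed age, with 11 and 10 false calls among 182 calls in each, and there were 0 calls where nothing had changed, with 4.50% of genes at an unadjusted p under 0.05. A planted list was called in both comparisons and 0 of 33 tests of random lists were called. Genes were drawn independently, each with the same spread at all ages and without an outlying library. The simulation thus cannot test the inter-gene correlation that camera assumes, nor error rates where spread is unequal or most genes change. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and tables were read with pandas 2.3.3.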

Results

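The series measured the transcriptome of cultured rat cardiac fibroblasts at 3 developmental ages, fetal (embryonic day 18), neonatal (postnatal day 1) and adult (7 weeks), with 3 libraries per age. The question its design poses is how the expression of these cells differs between the ages. All values below are mean ± SD over n = 3 libraries unless stated otherwise, and abundances are in TMM-scaled counts per 1000000 counts (CPM).

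The libraries held 18845687 ± 2998845 assigned counts in the fetal, 19390520 ± 3315571 in the neonatal and 13578323 ± 212927 in the adult cultures. The adult libraries were thus the shallowest, and each of them (13392825 to 13810825) lay below every fetal and neonatal library (16241217 to 22850491). At least 1 count was found for 12332 to 12999 genes in the fetal, 12677 to 12864 in the neonatal and 12248 to 12369 in the adult libraries. The 10 most abundant genes took 11% ± 2.8 of the counts in fetal, 15.7% ± 0.318 in neonatal and 9.52% ± 0.572 in adult libraries. Col1a1 was the most abundant gene in 8 of the 9 libraries, with up to 3.77% of the counts, and Bgn in adult replicate 1.

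The libraries separated by age. The first principal component of log2 CPM carried 81.9% of the variance and placed the adult libraries (114 to 122) apart from the neonatal (-34.1 to -35.9) and fetal (-76.0 to -87.5) libraries, and the second carried 10.7%. Neonatal and fetal libraries lay 92.1 ± 13.9 apart (SD over 9 pairs of libraries), adult and neonatal libraries 162.6 ± 3.93, and adult and fetal libraries 207 ± 3.71. These distances exceeded the mean distance within an age, which was 24.6 ± 1.46 for neonatal, 47.9 ± 8.12 for adult and 59.8 ± 30.4 for fetal libraries (SD over 3 pairs). The spread among fetal libraries came from replicate 3, which lay 77.5 and 77.1 from replicates 1 and 2, while those were 24.7 apart. Restricting the distances to the 500 most variable genes moved them most, to 49.9, 116 and 149 for the 3 pairs of ages, in the same order.

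**Figure D1:**
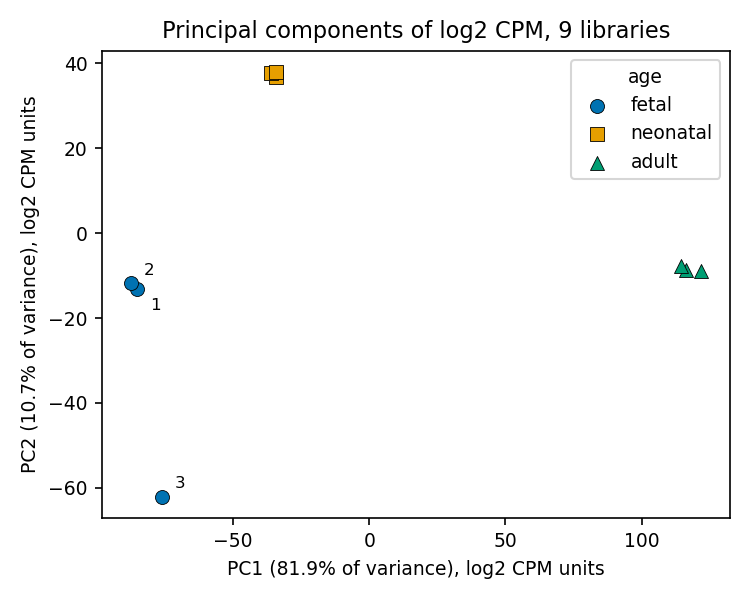
Each point is 1 library, placed by its first (x axis) and second (y axis) principal component of log2 CPM over the 11337 tested genes, in log2 CPM units, with symbols for the 3 ages and replicate numbers beside the fetal points. The adult libraries sit between 114 and 122 on the first component, and fetal replicate 3 lies at -62.1 on the second while the other fetal libraries lie at -13.3 and -11.9.

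The comparison of neonatal with fetal cells addresses the days around birth. Of 11337 genes tested, 4114 (36.3%) differed, 2074 higher and 2040 lower in the neonatal cells, and 1272 of these differed by at least 1 on the log2 scale. The median size of change among the called genes was 0.626 on the log2 scale. The libraries of the 2 ages did not overlap for 57.3% of all tested genes, against 10% by chance. Requiring a log2 fold change of at least 1 lowered this count most. Leaving out neonatal replicate 1, 2 or 3 gave 2607, 2476 or 2575 genes. Library size alone as the scaling gave 4685 genes, of which 29.0% were higher, against 50.4% with TMM.

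The largest increases from fetal to neonatal cells by the naming rule were in Akr1c14, Figf and Mrgprf. Akr1c14 (chromosome 17, 69806095 to 69827125, rn6) rose from 0.335 ± 0.299 to 20.3 ± 0.848 CPM, a log2 fold change of 5.84 (SE 0.403, edgeR adjusted p = 3.38e-05). Figf (chromosome X, 31817953 to 31851786), the older symbol of Vegfd, rose from 1.97 ± 0.972 to 53.3 ± 0.751 CPM (log2 4.74, SE 0.383, edgeR adjusted p = 7.01e-05). Mrgprf (chromosome 1, 218466740 to 218476208) rose from 1.00 ± 0.748 to 24.3 ± 1.29 CPM (log2 4.61, SE 0.408, edgeR adjusted p = 9.10e-05), and the fetal mean was 0.574 CPM without fetal replicate 3.

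The largest decreases were in Cldn18, Col2a1 and Tbx4. Cldn18 (chromosome 8, 107934859 to 107952530) was at or below 3 counts in every neonatal library and at 25, 26 and 1101 counts in the fetal libraries, so that neonatal cells were at least 122-fold lower (edgeR adjusted p = 0.0371). Its fetal mean of 20.3 CPM was 1.25 CPM without replicate 3. The call was lost without any 1 of the neonatal libraries (adjusted p from 0.112 to 0.117) and without the filter (0.0674), within a range of 0.000784 to 0.117 over its alternatives. Col2a1 (chromosome 7, 139455242 to 139483997) fell from 16.5 ± 18.9 to 0.222 ± 0.138 CPM, by 6.10 on the log2 scale (log2 -6.10, SE 1.15, edgeR adjusted p = 0.00807), and the fetal mean was 5.56 CPM without replicate 3. Tbx4 (chromosome 10, 73333119 to 73362783) fell from 43.8 ± 8.24 to 0.748 ± 0.0443 CPM (log2 -5.86, SE 0.313, edgeR adjusted p = 7.01e-06).

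Adult cells were compared with fetal cells over the whole span of ages. Of the same genes 7987 (70.5%) differed, 3957 higher and 4030 lower in the adult cells, and 3675 differed by at least 1 on the log2 scale. The median size of change among the called genes was 0.918 on the log2 scale, and the libraries did not overlap for 71.8% of the tested genes, against 10% by chance.

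Genes with the largest increases from fetal to adult cells were Asgr2, Ccl22 and Clec10a, all at or below 3 counts in every fetal library. In adult cells Asgr2 (chromosome 10, 56710489 to 56723601) was at 76.3 ± 8.58 CPM, at least 505-fold higher (edgeR adjusted p = 3.00e-08). Ccl22 (chromosome 19, 10674189 to 10681145) was at 89.3 ± 21.1 CPM, at least 590-fold higher (edgeR adjusted p = 2.44e-08), and Clec10a (chromosome 10, 56764927 to 56769437) at 324 ± 43.6 CPM, at least 2140-fold higher (edgeR adjusted p = 6.94e-10). In the same libraries all 12 genes of the macrophage marker list were higher in every adult library than in every fetal and neonatal one. Genes with the largest decreases were Csrp3, Myh7 and Sh3bgr, all at or below 3 counts in every adult library. In fetal cells Csrp3 (chromosome 1, 104147205 to 104157855) was at 117 ± 5.98 CPM and adult cells were at least 522-fold lower (edgeR adjusted p = 3.46e-09). Myh7 (chromosome 15, 33634422 to 33656089) was at 1338 ± 86.0 CPM in fetal cells, with adult cells at least 5980-fold lower (edgeR adjusted p = 6.94e-10), and Sh3bgr (chromosome 11, 36555416 to 36579535) at 172 ± 8.15 CPM, with adult cells at least 771-fold lower (edgeR adjusted p = 4.05e-09). Myh7 is also a member of the cardiomyocyte marker list, of which all 13 genes were higher in every fetal and neonatal library than in every adult one and 12, all but Tnnt2, were at or below 1.65 CPM in each adult library.

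The comparison of adult with neonatal cells covers the postnatal weeks. It gave 7197 genes (63.5%), 3587 higher and 3610 lower in the adult cells, with 2838 changed by at least 1 on the log2 scale. Their median size of change was 0.790 on the log2 scale, and the libraries did not overlap for 76.1% of the tested genes, against 10% by chance. In fits to only the 6 libraries of a pair, 7894 genes were called here and 7124 for adult against fetal cells. The order of the adult comparisons thus depended on the fit shared by all ages.

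Ccl22, Plet1 and Slpi rose most from neonatal to adult cells, from at or below 3 counts in every neonatal library. Ccl22 was at least 537-fold higher (edgeR adjusted p = 4.79e-08). Plet1 (chromosome 8, 54925666 to 54937007) reached 31.5 ± 16.5 CPM, at least 189-fold higher (edgeR adjusted p = 1.16e-05), and Slpi (chromosome 3, 160799979 to 160802228) reached 25.7 ± 20.8 CPM, at least 155-fold higher (edgeR adjusted p = 0.000403). The adult mean of Slpi was 14.1 CPM without adult replicate 1. The largest decreases were in Csrp3, from 53.2 ± 0.513 CPM and at least 238-fold lower (edgeR adjusted p = 1.47e-08), in Myh6 (chromosome 15, 33605653 to 33629592), from 437 ± 49.6 CPM and at least 1950-fold lower (edgeR adjusted p = 4.05e-08), and in Sh3bgr, from 64.2 ± 4.01 CPM and at least 287-fold lower (edgeR adjusted p = 1.89e-08). Myh6, like Myh7, belongs to the cardiomyocyte marker list.

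**Figure D2:**
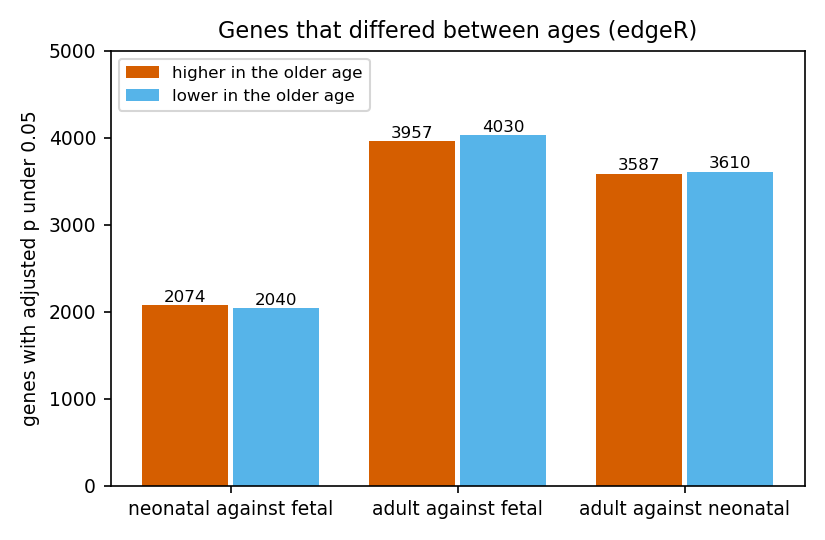
Bars give the number of genes with an edgeR adjusted p under 0.05 (y axis) for each pair of ages (x axis), split into genes higher and lower in the older age. The adult comparisons gave 7987 and 7197 genes in all and the neonatal to fetal comparison 4114. The order of the adult comparisons reversed in fits to only the 6 libraries of a pair.

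A test of any difference among the 3 ages called 8796 genes (77.6%). Of the genes called in the 2 adult comparisons, 6039 changed in the same direction in both, 3009 higher and 3030 lower in adult cells, and 94 changed in opposite directions. Among those 6039 genes, 3882 were not called between neonatal and fetal cells. A stepwise course, called in all 3 pairs with the same direction each time, was seen for 928 genes that rose and 906 that fell with age. The log2 fold changes of the 2 adult comparisons correlated across genes at r = 0.920. Both comparisons use the adult libraries, and simulated groups without any change gave a mean r of 0.512 over 20 simulations with at most 1 gene called in both. Genes are not independent replicates, so no p-value is attached to this correlation.

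The 12 gene lists gave 14 of 36 tests past the threshold with camera. All 14 also passed with fry, and 0 passed when the inter-gene correlation was estimated per list, where 0 of the 36 adjusted p-values fell under 0.05. The estimated correlation thus lost all 14 calls, and fry gained 13 others. From fetal to neonatal cells the cell cycle list (38 genes) and the imprinted growth list (17 genes) fell. The cell cycle list had a median log2 difference of -0.502 with 1 of 38 genes higher (camera adjusted p = 2.01e-06). Of its genes, 21 were lower and 0 higher over all genes tested, and 29 were lower and 0 higher when adjusted over the list alone. Without fetal replicate 3 its median was -0.323. Its members with the smallest adjusted p were Mcm2 (106 ± 7.97 to 77.1 ± 1.69 CPM, edgeR adjusted p = 0.00319) and Birc5 (28.0 ± 7.03 to 15.6 ± 0.841 CPM, edgeR adjusted p = 0.00434).

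The imprinted growth list fell in all 3 pairs of ages. Its median log2 difference was -1.17 between neonatal and fetal (camera adjusted p = 2.74e-07), -3.54 between adult and fetal (3.45e-06) and -2.36 between adult and neonatal cells (4.16e-05), with 1, 2 and 2 of 17 genes higher. With the 3 genes at or below 3 counts in the adult libraries set to their bound, the fitted medians of the adult comparisons were -3.58 and -2.27. Of its genes 12, 15 and 14 were called lower and 0 higher, and the same numbers were called when adjusted over the list alone. H19 fell from 698 ± 194 CPM in fetal to 63.9 ± 0.507 in neonatal and 0.714 ± 0.320 in adult cells (edgeR adjusted p = 1.09e-05 for neonatal against fetal and 1.51e-08 for adult against fetal), though its exons also hold the microRNA gene Mir675. Igf2, a panel gene, fell from 373 ± 157 to 38 ± 0.55 and 2.56 ± 0.217 CPM (edgeR adjusted p = 5.95e-05 and 2.44e-07). Plagl1 fell from 103 ± 22.5 to 7.42 ± 0.996 CPM between fetal and neonatal cells (edgeR adjusted p = 1.09e-05), and Grb10 from 1037 ± 44.6 CPM in fetal to 581 ± 5.29 in neonatal and 183 ± 16.9 in adult cells (edgeR adjusted p = 1.92e-08 for adult against fetal).

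The inflammation list (31 genes) was higher in adult than in fetal cells, with a median log2 difference of 4.60 in 30 of 31 genes (camera adjusted p = 4.96e-08), and higher than in neonatal cells, with 4.33 in 31 of 31 (camera adjusted p = 5.43e-10). The fitted medians with genes at the floor set to their bound were 4.53 and 4.30. Against fetal cells 27 genes were called higher and 1 lower, and against neonatal cells 30 higher and 0 lower, with the same numbers when adjusted over the list alone. Ccl3 rose from 0.257 ± 0.286 CPM in fetal and 1.78 ± 0.230 in neonatal to 163.2 ± 21.2 in adult cells (edgeR adjusted p = 3.31e-08 and 1.26e-07). Its fetal mean rested mostly on replicate 3, with 0.0540, 0.132 and 0.584 CPM in fetal replicates 1, 2 and 3. Across the fits without 1 library its log2 fold change between adult and fetal cells ran from 8.87 to 10.6. Ccl4 reached 44.3 ± 8.30 CPM in adult cells, at least 293-fold above fetal cells (edgeR adjusted p = 4.87e-08). These adult libraries also held macrophage marker transcripts.

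The contractile list (17 genes) was lower in adult than in fetal cells by a median of -1.06 on the log2 scale, with 1 of 17 genes higher (camera adjusted p = 0.000539), and lower than in neonatal cells by -1.52, with 0 of 17 higher (camera adjusted p = 1.41e-05). In these comparisons 12 and 16 genes were called lower and 0 higher, also when adjusted over the list alone. Actg2 fell from 835 ± 146 CPM in fetal and 209 ± 2.0 in neonatal to 11.4 ± 2.20 in adult cells (edgeR adjusted p = 1.03e-08 and 1.20e-07), and Myh10 from 2644 ± 373 and 1819 ± 54.4 to 429 ± 54.7 CPM (edgeR adjusted p = 2.13e-07 and 1.42e-06). The cell cycle list was also lower in adult than in fetal cells, with a median of -0.623 and 6 of 38 genes higher (camera adjusted p = 0.00149). In that comparison 24 genes were called lower and 0 higher, also when adjusted over the list alone. Its leading members were Mcm4 (85.8 ± 9.03 to 46.9 ± 3.29 CPM, edgeR adjusted p = 1.81e-05) and Tyms (45.6 ± 2.32 to 15.7 ± 4.31 CPM, edgeR adjusted p = 1.94e-05). Between adult and neonatal cells its median was -0.124 (camera adjusted p = 0.441), and the list was not called. That median was -0.0303 without adult replicate 1 and -0.219 without adult replicate 3.

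The basement membrane list, of which 15 genes were in the table and 14 were tested, was lower in adult than in fetal cells by a median of -1.22 with 3 of 14 genes higher (camera adjusted p = 0.0145) and lower than in neonatal cells by -1.46 with 0 of 14 higher (camera adjusted p = 6.80e-05). The first of these calls was lost when the trend on gene length was removed (adjusted p 0.156, within 8.94e-06 to 0.472 over all alternatives). Called genes numbered 2 higher and 10 lower against fetal cells and 0 higher and 12 lower against neonatal cells, also when adjusted over the list alone. Another 8 planned members, Lama2, Lama3, Lamb1, Nid1, Hspg2, Col4a2, Col4a5 and Col4a6, had no match among the counted genes. The result thus covers only part of the planned list. Nid2 fell from 413 ± 9.39 CPM in fetal and 152 ± 6.96 in neonatal to 23.1 ± 3.09 in adult cells (edgeR adjusted p = 3.43e-09 and 5.24e-08), and Lamb3 from 41.9 ± 10.9 and 27.9 ± 2.77 to 1.46 ± 0.456 CPM (edgeR adjusted p = 3.03e-07 and 1.31e-06).

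The list of cardiac lineage transcription factors (24 genes) was lower in adult than in fetal cells by a median of -1.01 with 9 of 24 genes higher (camera adjusted p = 0.0399) and than in neonatal cells by -0.670 with 5 of 24 higher (camera adjusted p = 0.0115). The first call was lost without fetal replicate 1 (adjusted p 0.0576) and without adult replicate 3 (0.0876), within 3.68e-05 to 0.671 over all alternatives. Against fetal cells 5 genes were called higher and 13 lower, and against neonatal cells 2 higher and 13 lower, also when adjusted over the list alone. Meis1 fell from 113 ± 5.83 to 35.8 ± 2.83 CPM between fetal and adult cells (edgeR adjusted p = 1.76e-07). Meis2 fell from 45.7 ± 1.24 in fetal and 32.7 ± 1.76 in neonatal to 15.6 ± 1.36 CPM in adult cells (edgeR adjusted p = 4.13e-07 and 7.56e-06). Gata5 had 0 counts in all adult libraries, at least 14.3-fold below its 3.21 ± 0.162 CPM in neonatal cells (edgeR adjusted p = 8.43e-06). The fetal and neonatal cultures also held cardiomyocyte marker transcripts. A change in cell shares and a change within fibroblasts cannot be told apart for this list.

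The collagen gene list (24 genes tested) was lower in adult than in neonatal cells by a median of -1.38 with 4 of 24 genes higher (camera adjusted p = 0.00388). In that comparison 2 genes were called higher and 15 lower, also when adjusted over the list alone. Its leading members were Col27a1 (29.8 ± 1.99 to 6.98 ± 0.271 CPM, edgeR adjusted p = 1.42e-07) and Col4a3 (10.8 ± 1.45 to 1.96 ± 0.173 CPM, edgeR adjusted p = 8.23e-06). Between adult and fetal cells its median was -0.657 (camera adjusted p = 0.0815) and between neonatal and fetal cells 0.251 (camera adjusted p = 0.529), which was 0.0849 without fetal replicate 3 and 0.405 without fetal replicate 2. The test between adult and fetal cells passed without fetal replicate 3 (adjusted p 0.0150) and with fry, within 3.37e-05 to 0.472 over all alternatives. Lists of matrix glycoproteins, collagen processing, matrix proteases, integrins and secreted growth factors passed the threshold in 0 of their 15 camera tests, in which 2 unadjusted p-values were under 0.05, both for integrins (0.0360 for neonatal against fetal and 0.0297 for adult against neonatal). Between neonatal and fetal cells the lists of inflammation (camera adjusted p = 0.0953, unadjusted 0.0477), cardiac lineage transcription factors (0.252), basement membrane (0.663) and contractile genes (0.744) were not called either. Of these uncalled tests, inflammation passed in 3 and integrins in 5 of 23 alternatives between neonatal and fetal cells, both without fetal replicate 3 among others.

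Collagen genes together took 5.81% ± 1.6 of the assigned counts in fetal, 9.12% ± 0.326 in neonatal and 3.62% ± 0.424 in adult libraries. The shares differed among ages (F = 24.2, exact permutation p = 0.00357, the smallest that the 280 distinct splits of 9 libraries allow). The lowest neonatal library (8.76%) exceeded the highest fetal (6.86%) and adult (3.95%) libraries. Fetal replicate 3, at 3.96%, lay just above the highest adult library. The exact two-sided permutation p of each pair was 0.1, the smallest that 3 against 3 libraries allow, and 0.1 after Benjamini-Hochberg adjustment over the 3 pairs. Leaving out the 10 most abundant other genes moved the neonatal share most, to 10.1%. Col4a2, Col4a5 and Col4a6 had no match among the counted genes, so the share does not hold them.

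**Figure D3:**
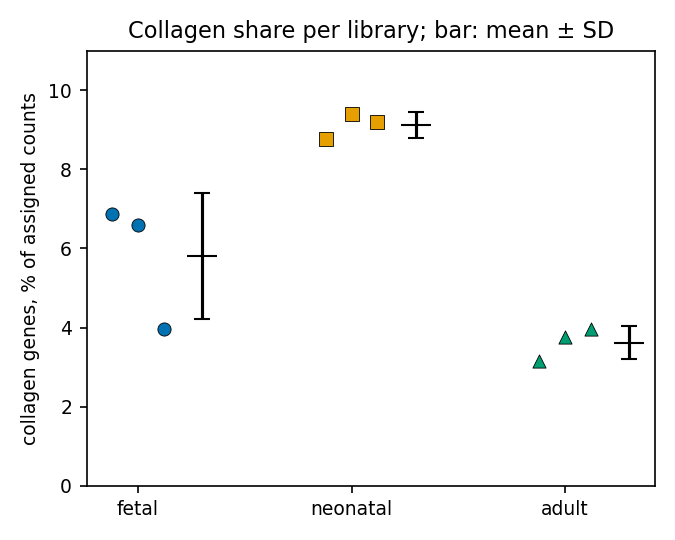
Points give the percent of assigned counts in collagen genes (y axis) for each library, grouped by age (x axis), with the mean and SD over n = 3 libraries beside them. Neonatal libraries lie between 8.76% and 9.40%, and the fetal libraries spread from 3.96% to 6.86%.

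Among the panel genes, Col3a1 rose from 12970 ± 4917 CPM in fetal to 30810 ± 959 in neonatal cells (edgeR adjusted p = 0.00647) and was at 9468 ± 1173 in adult cells, lower than neonatal (edgeR adjusted p = 0.000413) with no call against fetal cells (edgeR adjusted p = 0.143). Without fetal replicate 3 it was called lower in adult than in fetal cells (adjusted p 2.05e-05, within 2.05e-05 to 0.813 over all alternatives). Col1a1 was at 26030 ± 9821, 37800 ± 2211 and 14960 ± 2783 CPM, lower in adult than in neonatal cells (edgeR adjusted p = 0.00221). Its call between adult and fetal cells (edgeR adjusted p = 0.0252) was lost in 8 alternatives. They were the replicate block (adjusted p 0.0534), removal of the length trend, both together, the 6 libraries of the pair alone, and the fits without fetal replicate 1 or 2 or adult replicate 1 or 2, where the adjusted p ran from 0.0574 to 0.0920, within 7.47e-05 to 0.385 over all alternatives. Col1a2 had 1 to 21 counts per library, against 155371 to 861285 for Col1a1, and the annotation places it at 2 loci of chromosome 4 with equal exons (29529854 to 29564781 and 31534225 to 31569152), so its value is uncertain. Fn1 was called in 0 of the 3 pairs (edgeR adjusted p 0.580, 0.234 and 0.0875), which depended on the processing. Between adult and fetal cells it was called lower in adult cells without fetal replicate 3 (adjusted p 6.16e-06, within 6.16e-06 to 0.596 over all alternatives). Between adult and neonatal cells it was called lower without fetal replicate 3 (9.86e-06), with the 6 libraries of the pair alone (8.75e-05) and with DESeq2 (0.0415), within 9.86e-06 to 0.987. Its difference between neonatal and fetal cells changed sign without fetal replicate 3.

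Acta2 was at 7186 ± 1594, 9901 ± 261 and 3581 ± 1105 CPM in fetal, neonatal and adult cells, lower in adult cells in both comparisons (edgeR adjusted p = 0.00409 and 0.000564). Postn, at 974 ± 114, 1469 ± 4.67 and 749 ± 330 CPM, was lower in adult than in neonatal cells (edgeR adjusted p = 0.0188), a call lost without fetal replicate 3, with the 6 libraries of the pair alone and without the length trend. Tcf21 rose from 11.8 ± 4.25 CPM in fetal to 86.1 ± 2.07 in neonatal cells (edgeR adjusted p = 0.000545) and was at 149 ± 66.8 in adult cells (edgeR adjusted p = 2.21e-05 against fetal and 0.0547 against neonatal cells, where 6 of 22 alternatives gave a call and the adjusted p ran from 0.02 to 0.217). Thy1 rose from 76.9 ± 29.2 to 321 ± 8.24 CPM and was at 288 ± 38.2 in adult cells (edgeR adjusted p = 0.000668 for neonatal against fetal and 0.605 for adult against neonatal). Pdgfra, at 122 ± 25.6, 182 ± 4.72 and 432 ± 216 CPM, was higher in adult cells than at both other ages (edgeR adjusted p = 0.000810 and 0.00743). Ddr2 was at 218 ± 25.5, 336 ± 16.3 and 153 ± 15.4 CPM and differed in all 3 pairs (edgeR adjusted p = 0.00191, 0.00154 and 1.41e-05). Vim was at 3672 ± 292, 4231 ± 47.5 and 5309 ± 490 CPM, higher in adult than in fetal cells (edgeR adjusted p = 0.00103), and its call against neonatal cells (edgeR adjusted p = 0.0172) was lost in 6 alternatives, among them those without any 1 neonatal library or without adult replicate 3. Mki67, at 189 ± 66.1, 134 ± 2.60 and 129 ± 12.7 CPM, was lower in adult than in fetal cells (edgeR adjusted p = 0.0338), a call lost in 8 alternatives, of which the length trend removal reversed its direction to 0.18 on the log2 scale. Between adult and neonatal cells it was not called (edgeR adjusted p = 0.805), but without the length trend it was called higher in adult cells (adjusted p 0.0295, within 0.0139 to 0.998 over all alternatives).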

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

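Of the alternatives below, thinning to equal depth was chosen after seeing the data. Over 1067 recomputed values of 51 comparisons, 989 kept their direction and side of the threshold or, without a test, stayed within 1 SD of replicates or 1.5 times of the reported count. The counts of genes for adult against fetal, adult against neonatal and any age stayed within 1.5 times of the reported count in every alternative except the added minimum on the fold change. That minimum of 1 on the log2 scale left 657 higher and 615 lower genes for neonatal against fetal, 1880 and 1795 for adult against fetal, and 1455 and 1383 for adult against neonatal, a drop that follows from the stricter criterion.

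The count of genes lower in neonatal than in fetal cells ran from 1090 to 2260 across the 9 fits that each left out 1 library. Its lowest values came without a neonatal library, 1152, 1090 and 1111 genes without replicates 1, 2 and 3, and the 2260 genes came without fetal replicate 3. Why the neonatal libraries mattered most was not tested. Without fetal replicate 3 the total calls were 4679, 8616 and 8322 for the 3 pairs, against 4114, 7987 and 7197. Library size alone as the scaling gave 1360 higher and 3325 lower genes between neonatal and fetal cells, 29.0% higher against 50.4% with TMM. It shifted the median log2 fold change of all genes by -0.166 for neonatal against fetal and -0.109 for adult against fetal, while DESeq2's scaling shifted them by -0.011 and 0.00028. With DESeq2 itself 4505, 8316 and 7399 genes were called, which held 98.5% to 98.7% of the edgeR calls. Thinning every library to the smallest total left 3931, 7865 and 7029 genes. It removes the inequality of depth and cannot show how many genes deeper adult libraries would give.

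The list tests depended on the correlation assumed between genes and on the kind of test. With the correlation estimated per list, camera's adjusted p was 0.671 for the cell cycle and 0.307 for the imprinted list between neonatal and fetal cells. Between adult and fetal cells it was 0.472 for basement membrane and inflammation, 0.671 for cardiac transcription factors, 0.858 for cell cycle, 0.616 for contractile and 0.307 for imprinted genes. Between adult and neonatal cells it was 0.307 for basement membrane, collagen and imprinted genes, 0.616 for cardiac transcription factors, 0.472 for contractile and 0.404 for inflammation genes. The cause was not tested. Fry instead called 27 of 36 tests. The added calls for neonatal against fetal were cardiac transcription factors (0.0244), collagen (0.0481), integrins (4.04e-06) and matrix proteases (0.0202). For adult against fetal they were collagen (3.37e-05), integrins (1.35e-05), matrix glycoproteins (0.00986), matrix proteases (0.0192) and growth factors (0.000361). For adult against neonatal they were collagen processing (0.0244), integrins (7.99e-07), matrix glycoproteins (0.0185) and growth factors (0.00228). Fry also turned the direction of growth factors for neonatal against fetal (0.169) and of matrix proteases for adult against neonatal (0.998), both uncalled. Fry takes any change in a list as its question, camera a change relative to other genes.

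The call for cardiac transcription factors between adult and fetal cells was the least stable of the 14. It was lost with upper-quartile scaling (0.0664), a minimum of 10 counts in every library (0.392), members of at least 1 CPM (0.0885) and thinning (0.0686), and its adjusted p ran from 0.0162 to 0.0876 across the fits without 1 library. The minimum count removes genes absent at 1 age, and it also lost this list's call between adult and neonatal cells (0.147), turned its uncalled direction between neonatal and fetal cells (0.754), turned those of growth factors for adult against fetal (0.961) and matrix proteases for adult against neonatal (0.548), and brought integrins past the threshold for adult against neonatal (0.00459). The basement membrane call between adult and fetal cells was lost without the length trend (0.156), also with the replicate block (0.171).

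Other changes touched uncalled lists. With library size alone, inflammation (0.00451), integrins (0.0102) and matrix proteases (0.0107) passed for neonatal against fetal and integrins (0.0338) for adult against neonatal, while matrix proteases turned direction there (0.919). With only the 6 libraries of a pair, inflammation and integrins passed for neonatal against fetal (both 0.0436), and matrix glycoproteins (0.872) and matrix proteases (0.981) turned direction for adult against neonatal. Integrins passed without a filter (0.0478). Across the fits without 1 library, adjusted p for neonatal against fetal ran from 0.0198 to 0.198 for inflammation, 0.0224 to 0.117 for integrins, 0.545 to 0.821 for contractile genes and 0.833 to 0.984 for growth factors, where the lowest of the first pair and the turned directions of the last pair came without fetal replicate 3. They ran from 0.0150, also without fetal replicate 3, to 0.111 for collagen in adult against fetal, and from 0.660 to 0.932 for matrix glycoproteins and 0.833 to 0.994 for matrix proteases in adult against neonatal, with turned directions. The cause was not tested for any of these.

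Distances between ages changed in scale with the measure, and the order of the 3 pairs held in each alternative. Over the 500 most variable genes they were 49.9, 116 and 149, because fewer genes enter. A prior count of 0.5 gave 232 for adult to fetal and 181 for adult to neonatal. Without 1 library the adult to fetal distance ran from 207 to 211. The collagen share of neonatal libraries rose to 10.1% without the 10 most abundant other genes, which removes counts from the total. A share without mitochondrial genes was not run, because no such gene was in the table used here.

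Of 85 values for named genes, 5 changed sign under some alternative. Without the length trend, log2 fold changes for adult against fetal were 0.41 for Col1a2, 0.23 for Fn1 and 0.18 for Mki67, and 0.67 for Mki67 in adult against neonatal, where it was then called higher in adult cells (adjusted p 0.0295, and 0.0139 with the block, within 0.0139 to 0.998 over all alternatives). With the block and without the trend they were 0.49, 0.29, 0.21 and 0.65. Without 1 library the value for Col1a2 in adult against fetal ran from -0.78 to 0.51, that for Mki67 in adult against neonatal from -0.13 to 0.0098, and that for Fn1 in neonatal against fetal from -0.099 (without fetal replicate 3) to 0.47. Other alternatives gave 27 lost and 21 gained calls among 1838 values of named genes.

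The replicate numbers did not pair the samples. Deviations from the age means of same-numbered libraries correlated across genes at -0.0649 to 0.0521 over 9 pairs. With the replicate number as a block, 3713, 7801 and 6985 genes were called, and the block changed no call of a list but lost that of Col1a1 between adult and fetal cells (adjusted p 0.0534, within 7.47e-05 to 0.385 over all alternatives).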

Other observations

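The epithelial, lung epithelial and cartilage tests of fetal replicate 3 were set out before their values were seen. The lung mesenchymal and liver lists were also added before their values were seen. The counts of genes after removal of the length trend came from an alternative chosen before the data were examined. The other tests in this part were chosen only after the result was seen, although the marker lists for heart and blood cell types predate the data.

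The other splits of the libraries that were run gave fewer genes. For each pair of ages, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes with an edgeR adjusted p under 0.05 (3959, 7124 and 7894 genes in fits to the 6 libraries), and the next largest gave 0. With 10 splits the share cannot fall below 0.1, so chance cannot be set aside by this count alone. For any difference among the 3 ages, 1 of 100 splits of the 9 libraries, the real one, gave as many as 8796 genes, and the next largest gave 5629. The 100 were the real split and others drawn from the 280 possible. Depth did not account for the calls between adult and fetal cells, since 7865 genes were called after thinning every library to the smallest total, 97.2% of the reported genes among them. A trend on gene length was not the whole cause either, since 7790 genes were called after its removal, with 88.3% of the reported genes among them. For adult against neonatal cells that share was 82.0%, so length was not without effect. Age itself was the compared variable, and differences in the cells that grew out at each age stay open.

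The adult cultures held macrophage marker transcripts. All 12 markers were higher in every adult library than in every fetal and neonatal library, and none of them is in another list. Their sum was 4936 ± 860 CPM in adult, 136 ± 6.62 in neonatal and 22.8 ± 28.2 in fetal libraries (SD, n = 3). The fetal value came from replicate 3, with 6.75, 6.35 and 55.4 CPM in fetal replicates 1, 2 and 3, and 9 of the 12 were already at 1 CPM or more in neonatal cultures. Lyz2, the most abundant, was at 1731 to 2634 CPM in adult libraries and Csf1r at 377 to 620. Macrophages growing in the flask are a candidate source. A lower share of the main cell type alone is argued against, because it would raise other cell types alike, and the cardiomyocyte markers moved by a median of -8.19 on the log2 scale between neonatal and adult cells while the macrophage markers moved by 5.29. Whether macrophages were present in adult hearts in larger numbers, survived isolation better, or shared the flask for longer was not tested. Clec10a and Ccl22, which the naming rule picked as adult genes, may come from the same source, which these data cannot decide.

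Cardiomyocyte marker transcripts were abundant in the fetal and neonatal cultures. All 12 markers other than Tnnt2 were higher in every fetal and neonatal library than in every adult library. The 13 markers summed to 12400 ± 2240 CPM in fetal, 6758 ± 328 in neonatal and 313 ± 7.59 in adult libraries (SD, n = 3). Cardiomyocytes carried into the flask are a candidate source, and Myh6, Myh7, Csrp3 and Sh3bgr, named as genes lower in adult cells, may reflect that share rather than a change within fibroblasts. The lower list of cardiac lineage transcription factors in adult cells may reflect that share too, which was not tested. A share of cardiomyocytes that differs by age cannot be separated here from age itself.

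Tnnt2 was also lower in adult cells but stayed at 303 to 316 CPM in the adult libraries, while no other cardiomyocyte marker exceeded 1.65 CPM there. If cardiomyocytes like those in the neonatal cultures supplied it, Actc1 would be at 238 CPM, and it was at 0.375 CPM. The 12 other markers reached at most 2.78% of the level so predicted, and 8 of them less than 1%. RNA from such cardiomyocytes therefore did not supply the adult Tnnt2. Expression of Tnnt2 in another cell of the adult culture is a hypothesis that stays open, and reads from transcripts missing from the annotation were not tested.

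Tie1 also departed from its own marker list, which was noticed after its values were seen. It was at 68.6 to 72.5 CPM in adult libraries and 1.596 to 2.136 CPM in neonatal ones, a rise of 5.22 on the log2 scale of CPM plus 0.1. The other 9 endothelial markers rose by a median of 0.877, and the largest of them, Pecam1, by 3.0. Endothelial cells alone would bring their other transcripts, so they are argued against as the whole source. Of the 10 endothelial markers, 6 were at 1 CPM or more in neonatal cultures. A source among the macrophages or other cells of the adult flask was not tested.

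The inflammation list and the macrophage markers rose together in adult cells, so macrophage RNA may carry part of the list. No gene is in both lists. Within the adult libraries, replicate 3 had higher macrophage markers than replicate 1 (median log2 difference 0.403, in 10 of 12 genes), while the inflammation list was lower (median -1.30, lower in 28 of 31 genes). This pair of single libraries excludes nothing, because activation of the same cells also moves the list. Macrophages and fibroblasts as sources of the list cannot be told apart without sorted cells. A lower share of fibroblasts may also lower the contractile list in adult cells. Tcf21, Pdgfra, Thy1, Vim and Ddr2 had a median log2 fold change of 0.327 between neonatal and adult cells, against -1.52 for the list. Among them Ddr2 was the lowest at -1.14 and Pdgfra the highest at 1.25, so these genes went both ways and decide nothing. Mural markers, none of them in the contractile list, fell by 2.34 at the median. A change in cell shares and a change within fibroblasts cannot be told apart for this list in cells that were not sorted.

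Fetal replicate 3 stood apart from the other fetal libraries. Its Cldn18 was at 58.5 CPM against 1.35 and 1.15, Krt8 at 144 against 10.2 and 11.3, and Krt18 at 32.3 against 10.2 and 11.2. All 11 genes of an epithelial list that holds none of these 3 were higher in it than in both other fetal libraries, with Cdh1 at 113 CPM against 1.30 and 2.34 and Epcam at 47.0 against 0.702 and 0.529. Only 2 of the 11 reached 1 CPM in fetal replicates 1 and 2. Epithelial cells in that flask are thus a candidate explanation. Of the 11 lung epithelial markers, 6 were above 3 counts and higher in this library, among them Nkx2-1 (9.83 CPM against 0.108 and 0.132) and Scgb1a1 (12.96 CPM). The surfactant genes Sftpc (14 counts) and Sftpd (5 counts) were also among the 6, with 0 counts in fetal replicates 1 and 2. Their counts were low, and Sftpa1 and Sftpb had 0. Low or absent surfactant counts do not argue against lung cells, since immature or airway cells may lack these transcripts. The 6 higher markers are what lung epithelium would bring, while Etv5 was lower than in both other fetal libraries. These values rest on 1 library, so a lung origin cannot be told apart from another epithelium. Liver markers were near the floor, with 1 of 7 above 3 counts and higher. Col2a1 was also higher (38.3 CPM against 5.29 and 5.82), but of 8 cartilage markers only 2, Col9a1 and Hapln1, were higher with more than 3 counts, while Acan (89.0 CPM against 113 and 117) and Sox9 were lower. Because Acan and Sox9 were already abundant in the other libraries, a small share of cartilage RNA cannot be told apart from none.

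The same library also differed in broader ways. Its cell cycle list was higher by a median of 0.649 on the log2 scale in 36 of 38 genes. That median lay above 100% of 10000 random lists matched on mean expression. The random lists treat genes as independent and the difference rests on 1 library, so this share does not measure the spread between cultures. More dividing cells are a candidate explanation. That explanation covers the cell cycle genes and not the epithelial ones. Its macrophage markers were higher by 2.77 in 11 of 12 genes, and its collagen share was 3.96% against 6.86% and 6.59%. Depth is argued against, since its distance to fetal replicate 1 was 75.0 on counts thinned to equal depth, while fetal replicates 1 and 2 were 26.8 apart. A trend on gene length is argued against too, since the distance was 77.5 after its removal, against 24.5 between the others. A less confluent or differently dissected culture stays open as a hypothesis, and the labels give no batch.

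Tbx4 was higher in all fetal libraries (38.5 to 53.3 CPM) than in neonatal (0.697 to 0.777) and adult ones (2.02 to 5.05). Because Tbx4 is known from lung mesenchyme, RNA from lung connective tissue in the fetal cultures was tested as a hypothesis. Of 5 lung mesenchymal markers in the table, 3 (Tbx5, Hoxb5 and Meox2) were higher in every fetal than in every neonatal library, and Tcf21 and Fgf10 were lower. The markers went both ways, and 3 of the 5, Fgf10, Tbx5 and Tcf21, are also in lists for heart or secreted factors. Hoxb5 and Meox2, in no other list, were at 3.8 to 4.7 and 2.3 to 3.4 CPM in fetal libraries. In neonatal libraries they were at 0.055 to 0.14 and 1.2 to 1.9 CPM. With so few markers, a lung source and a difference of age in cardiac cells cannot be told apart.

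Col1a2 had 1 to 21 counts per library, although Col1a1, whose product pairs with it in type I collagen, had 155371 to 861285. The annotation of the counted genes holds Col1a2 at 2 loci on chromosome 4, starting at 29529854 and 31534225, each with 52 exons of equal widths. Among 167 genes annotated at 2 loci with equal exons, 77.8% had under 10 counts in all 9 libraries together, with a median of 0, against 17.6% of 15016 other genes, with a median of 2208. Loss of reads that map to both copies, which the counting leaves out, is a candidate explanation that these values fit. Not every such gene had few counts, as Tnks2 had 24926. Of 5 other members of the gene lists annotated this way, Aspn, Mfap4 and Ogn had 0 counts, while Mmp11 had 4422 and Mmp28 1605. The matrix lists here may therefore lack Aspn, Mfap4 and Ogn, and the collagen share Col1a2, whatever their true abundance. No biological explanation was tested.

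Of the sex-linked list, Eif2s3y was expressed, Sry had 0 counts, and Ddx3y, annotated on chromosome 13 in this build, was at 0.150 to 1.59 CPM. Eif2s3y was at 80.3 ± 5.3 CPM in adult, 55.8 ± 1.9 in neonatal and 55.7 ± 7.9 in fetal libraries (SD, n = 3). A larger share of male cells in the adult cultures would raise other genes of the Y chromosome as well, and Ddx3, the only other gene annotated there with more than 1 count, moved by -0.314 on the log2 scale, from 52.4 ± 2.4 to 42.2 ± 2.9 CPM. Its X-linked homologue Ddx3x fell further, from 497 ± 9.5 to 298 ± 15 CPM, and Eif2s3x fell from 276 ± 7.6 to 180 ± 6.3 CPM, so Ddx3 rose relative to Ddx3x. With 1 gene, whose regulation may have changed as that of its homologue did, a share of male cells and a change in regulation cannot be told apart.

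Endothelial markers summed to 21.2 ± 5.49 CPM in fetal, 33.4 ± 2.44 in neonatal and 110.8 ± 10.1 in adult libraries, most of it Tie1 in the adult. Mural markers summed to 1785 ± 700 CPM in fetal, 3845 ± 62.5 in neonatal and 1615 ± 139 in adult libraries, and epicardial or mesothelial markers to 150 ± 83.3, 79.5 ± 4.91 and 50.4 ± 8.88 CPM. Fetal replicate 3 held 977 CPM of mural markers, against 2190 CPM in fetal replicate 2. Its higher epicardial or mesothelial sum, 246 against 101 CPM, lay in Krt8 and Krt18, which epithelial cells also express. Over the 7 genes of that list its median log2 difference was 0.0202, with 4 higher, and Krt19 was lower in it than in both other fetal libraries. Schwann cell markers summed to 5.93 ± 0.461, 8.10 ± 0.559 and 5.87 ± 0.622 CPM, and erythroid markers were at most 0.245 ± 0.163 CPM in sum (SD, n = 3 throughout). Neonatal libraries were closest to one another, with a chi-square per degree of freedom over genes of 2.05 to 2.76, against 3.94 for fetal replicates 1 and 2, 90.0 and 97.3 for the other fetal pairs and 6.76 to 43.0 for adult pairs.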
